A study of Arabidopsis thaliana with 6 samples. Its data were reported in "Integrated omics reveal novel functions and underlying mechanisms of the receptor kinase FERONIA in Arabidopsis thaliana" (2022).

How the data were processed

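Rosette leaves of Arabidopsis thaliana were profiled by QuantSeq, a sequencing method that makes 1 fragment near the 3′ end of each polyadenylated transcript, so that the number of reads follows the number of transcripts and not their length. The samples were 3 libraries of wild type (WT, Columbia-0) and 3 libraries of *fer*, which stands for *fer-4*, a loss-of-function mutant of the receptor kinase gene FERONIA (FER). According to the labels the plants were 4 weeks old and had been grown in short days after germination. The study's text describes long days and a slightly older age, and the files hold nothing that settles this difference.

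The authors sequenced every library in 2 runs with single-end reads of 50 bases and merged the runs. They aligned the reads to the TAIR10 genome with STAR, with a relaxed limit on mismatches, and counted reads per gene with htseq-count in the intersection-nonempty mode. Whether the counting used strand is not stated. The deposited table holds 20754 genes and 1 value per gene and library. These values are a signal: reads normalized by the authors with TMM (trimmed mean of M-values), a scaling that sets the libraries level at the genes in the middle of the range of changes. Each library sums to between 4523902 and 4526129 normalized reads, so the authors also brought the libraries to a common size. In these values the libraries were not level at the middle genes. Library factors from median of ratios scaling, used below as an alternative, were 0.970 to 0.981 in WT and 1.034 to 1.058 in *fer*. A further column of the deposited table gives a log2 fold change of *fer* over WT, which equals the log2 ratio of the 2 means without a pseudocount. The table was filtered for low genes by the authors, and the lowest maximum of any gene over the 6 libraries was 1.55 normalized reads.

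The original depth of each library could not be recovered. Low values gather in steps close to whole reads, with the step of 1 read at 1.17, 1.01 and 0.69 in WT columns 1, 2 and 3 and at 1.11, 1.07 and 0.95 in *fer* columns 1, 2 and 3, but the steps shift from gene to gene, so that no set of whole reads could be derived. A lower step stands for a deeper library. Tests for counts were therefore not used, although the planned design had allowed for them, and no counting interval is given. A gene with at most 3 normalized reads in each library of a genotype was treated as being at the floor there, and a fold change against such a genotype is given as a lower bound computed against 3. The columns carry the genotype but not the replicate number of the labels. They are called column 1, 2 and 3 in the order of the table, and these names pair nothing across genotypes.

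All calculations used log2(value + 1), with a pseudocount of 1, so that fold changes of low genes are understated. Genotypes were compared with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a trend of the variance on the mean), two-sided, with Benjamini-Hochberg adjustment over all 20754 genes. A gene was called when its adjusted p was under 0.05. No covariate was used, because the labels give none. Lists of genes were tested as sets with limma's camera, two-sided, with a preset correlation between genes of 0.01, which compares the genes of a list with the other genes, and were adjusted over the 11 sets. Because camera with a preset correlation can give very small p-values, the sets were also tested with camera at an estimated correlation and with fry. The targets of the transcription factor FBH3 were tested with Fisher's exact test, two-sided, against all other genes of the table, and against genes matched on mean expression in 10 bins by the exact conditional Mantel-Haenszel test. The ER body, glucosinolate (indole and shared) and FBH3 lists were ones the study compared with these libraries, and the 8 transcription factors are those it discusses. The aliphatic glucosinolate, jasmonate, light harvesting, Aux/IAA, clock and FER partner lists were compiled separately. The jasmonate, light harvesting and Aux/IAA lists were chosen because of hormone, photosynthesis and auxin terms reported among the genes changed in *fer*. Their choice is therefore not independent of these libraries. Lists for ABF1, ABF3 and ABF4 targets were held only in part and are not analysed here. The tests, lists and alternatives were chosen before the data were examined, unless stated otherwise.

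Genes named below are FER, the 5 with the largest and the 5 with the smallest log2 fold change among called genes with a mean of at least 10 in the higher genotype and no overlap between genotypes, up to 4 called genes of each list with the largest absolute change, called genes that went against the median of their list, and NAI1, NAI2, PYK10, MYC2, MYC4 and ABI5.

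The alternatives were a pseudocount of 0.1, a filter at a mean of at least 5, median of ratios scaling, quantile normalization, limma without the trend, stricter thresholds, other set tests and backgrounds, and leaving out each library in turn. Correction of each library for GC content and transcript length, with a smoother of span 0.3 fitted on genes with a mean of at least 20, and matching in 50 bins were added after seeing the data. All 20754 gene identifiers were found in the TAIR10.1 annotation, which supplied symbols, GC content and length. TAIR10.1 coordinates are given only for the FER locus, and they were not combined with any coordinate of the authors' TAIR10 alignment. For the genes of the small lists, windows of 50 bases in the last 300 bases of the transcript were searched for in the whole genome, to find genes that could share reads with a copy. The test was tried on 20 simulated data sets of 20754 genes with 200 changed genes each. It recovered 99.6% of 4-fold and 81.5% of 2-fold changes among genes with a mean of at least 20, with 0.674% false calls, and called 20 of 20 shifted sets of 17 genes and 0 of 20 unshifted ones. The simulated genes were drawn independently, and genes of the same mean had the same variance. These rates therefore do not carry over to the real libraries, where genes can vary together and differ in variance at the same mean. Python 3.11.15, pandas 2.3.3 and scipy 1.17.1 were used for the remaining steps.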

Results

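FERONIA (FER) is a receptor kinase of the plasma membrane, and *fer-4* (hereafter *fer*) is an insertion mutant that lacks its function. Transcript levels were measured by 3′ end sequencing in rosette leaves from 3 WT and 3 *fer* libraries, to find which genes change when FER is lost. The table holds 20754 genes, each with 1 normalized read value per library, and every library had been brought to a common size, with totals between 4523902 and 4526129 normalized reads. Libraries of one genotype were more alike than libraries of different genotypes. Pearson's r across genes was 0.965 to 0.970 within a genotype and 0.941 to 0.949 between genotypes, where genes are not independent replicates. The first principal component held 45.5% of the variance and separated the genotypes. No 2 libraries were near-duplicates: at genes with a mean of at least 20, the squared difference between replicates divided by their sum averaged 2.07 to 4.69, where counting noise alone gives a value near 1.

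The mutated gene was examined first, because it checks the labels. FER (AT3G51550, chromosome 3, 19117584 to 19120949 on the minus strand of TAIR10.1) had 272.2 ± 12.3 normalized reads in WT and 7.62 ± 2.33 in *fer* (mean ± SD, n = 3). The 3 WT libraries held 264.6, 265.5 and 286.4 normalized reads and the 3 *fer* libraries 5.95, 6.63 and 10.3. Transcript levels in *fer* were thus 2.80% of those in WT. The log2 fold change was -5.02 ± 0.22 (SE), with an adjusted p of 7.2e-12 in limma. An exact permutation test on the 6 values of FER gave p = 0.1, two-sided, which is the smallest value that 3 against 3 libraries allow. The alternative that moved the adjusted p most was limma without the trend, at 0.00078.

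Across the genome, 3021 genes were called at an adjusted p under 0.05 in limma, which is 14.6% of those tested. Transcript levels were increased in *fer* for 2083 of them and decreased for 938. A change of at least 2-fold was found for 981 increased and 163 decreased genes, and a change of at least 8-fold for 95 increased and 3 decreased genes. The genotypes did not overlap in 31.3% of all genes, against 10% by chance, and in 2967 of the called genes. The count depended most on the variance model, since limma without the trend called 1130 genes. The split depended on the scaling: the median log2 fold change of all genes was 0.10 as deposited, and median of ratios scaling, which brings it to 0.01, gave 1516 increased and 1442 decreased genes. Quantile normalization shifted the median by -0.14 and gave 1353 increased and 1450 decreased genes.

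**Figure D1:**
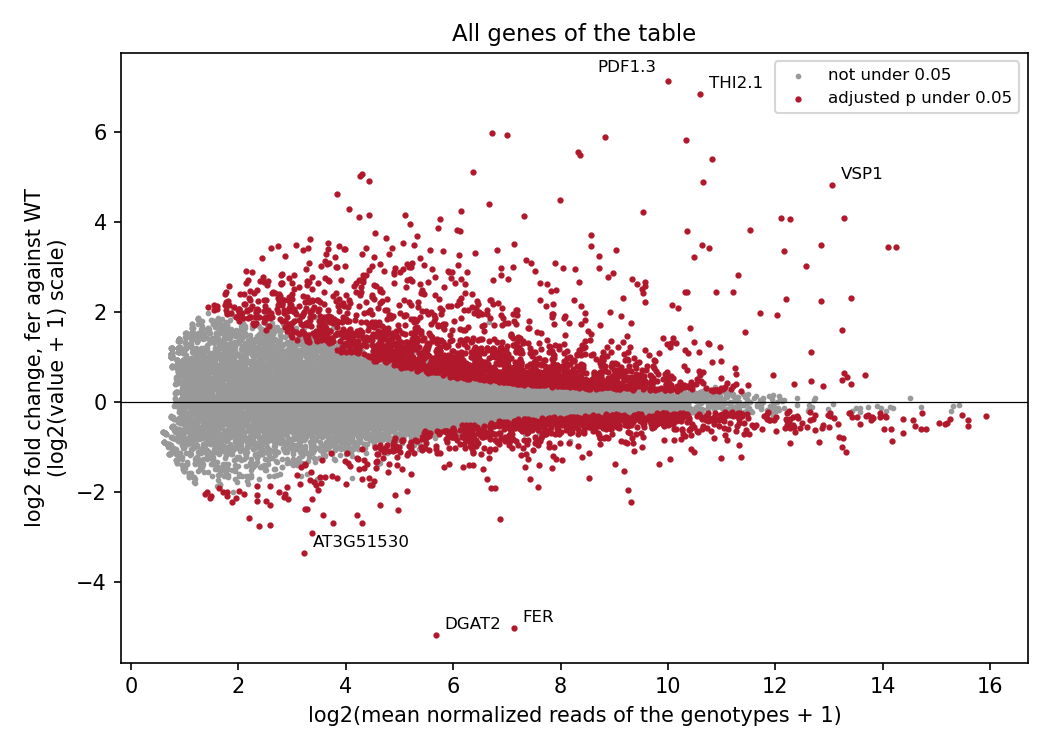
Log2 fold change of *fer* against WT, on the log2(value + 1) scale, plotted against the log2 mean of normalized reads for each of the 20754 genes. Red points are the 3021 genes with an adjusted p under 0.05, and FER, DGAT2 and AT3G51530 lie at the bottom of the plot.

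The 5 largest increases among the genes eligible to be named began with PDF1.3 and THI2.1. PDF1.3 (AT2G26010), which encodes a plant defensin, rose from 13.2 ± 9.83 to 2027 ± 1272 normalized reads (mean ± SD, n = 3), with a log2 fold change of 7.13 ± 0.40 (SE) and an adjusted p of 2.2e-10 in limma. Its *fer* libraries were uneven, at 3287, 744 and 2050.3 normalized reads. THI2.1 (AT1G72260), a thionin gene, rose from 27.5 ± 10.4 to 3075 ± 323 normalized reads, with a log2 fold change of 6.83. AT1G75945, AT4G12500 and AT1G54020 followed with log2 fold changes of 5.96, 5.92 and 5.88. The largest decreases, beside FER itself, were found for DGAT2 (AT3G51520), AT3G51530, ACA2 (AT2G28210) and XTH17 (AT1G65310). DGAT2 fell from 98.9 ± 15.9 to 1.81 ± 0.76 normalized reads, at least 32.96-fold lower, with an adjusted p of 2.4e-09 in limma. AT3G51530 fell from 16.0 ± 0.063 to 0.74 ± 0.60 normalized reads, at least 5.34-fold lower, with an adjusted p of 0.00010. ACA2 and XTH17 had log2 fold changes of -2.90 and -2.69, with adjusted p-values of 0.00065 and 0.00031.

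DGAT2, AT3G51530 and FER lie within 10354 bases of chromosome 3. On TAIR10.1, DGAT2 spans 19110596 to 19112760 on the plus strand and AT3G51530 spans 19112694 to 19114643 on the minus strand, so that their 3′ ends overlap by 67 bases. Reads from that overlap could be left out or assigned to either gene, since it is not stated whether strand was used. None of the 50-base windows near the 3′ ends of these 3 genes occurs elsewhere in the genome. The nearest genes of the table on each side, named after their values were seen, were not called. AT3G51510 had a log2 fold change of -0.28 ± 0.10 (SE) with an adjusted p of 0.074, and AT3G51580 one of 0.27 ± 0.23 with an adjusted p of 0.49.

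**Figure D2:**
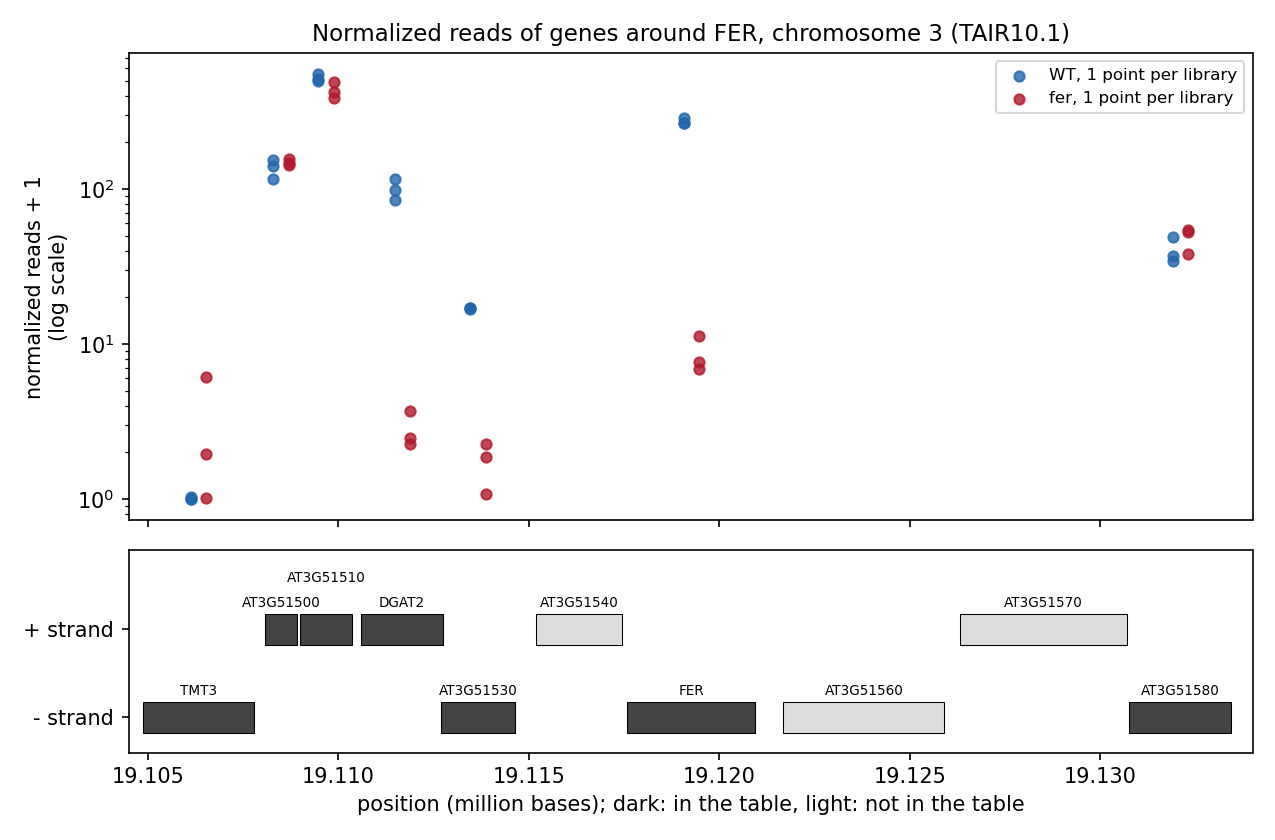
Normalized reads plus 1, on a log scale, of genes around FER on chromosome 3 (TAIR10.1), with 1 point per library (blue, WT; red, *fer*) above a map of the annotated genes on each strand, dark where the gene is in the table. DGAT2, AT3G51530 and FER are lower in all 3 *fer* libraries, while AT3G51510 and AT3G51580 on each side were not called.

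ER bodies are compartments of the endoplasmic reticulum that hold beta-glucosidases, and the study asked whether FER affects the genes that form them. Of the 17 ER body genes, 16 were called and all 16 were increased in *fer*, both over all genes tested and when adjusted over the list alone. The study compared this list, and the glucosinolate and FBH3 lists below, on these same libraries, so the counts adjusted over the list alone are not independent evidence. The median log2 fold change was 2.44, and camera gave an adjusted p of 9.7e-30. PYK10 (AT3G09260), which encodes the main beta-glucosidase of these bodies, rose from 404.7 to 2156 normalized reads, with a log2 fold change of 2.44 ± 0.12 (SE). NAI1 (AT2G22770), a transcription factor required for ER bodies, rose from 34.4 to 78.4 normalized reads, with a log2 fold change of 1.24 ± 0.25 and an adjusted p of 0.0019 in limma, which was 0.078 without the trend. NAI2 (AT3G15950) had a log2 fold change of 2.04 ± 0.17. The largest changes of the list were those of JAL35, BGLU18, GLL23 and MEB1, at log2 fold changes of 3.47, 3.45, 3.37 and 3.09. BGLU21 was the gene not called, at 11.4 and 14.5 normalized reads, and the reads of GLL22 are less certain because 7.17% of its windows occur elsewhere. WT column 1 decided part of the size of the change, and the median was 2.79 without it.

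Glucosinolates are sulfur-containing defence compounds, made in an indole branch from tryptophan and an aliphatic branch from methionine. Of 14 indole glucosinolate genes, 10 were called and increased in *fer*, or 11 when adjusted over the list alone, with a median log2 fold change of 1.13 and an adjusted p of 1.2e-12 in camera. CYP81F4 rose from 197.7 to 2426 normalized reads, with a log2 fold change of 3.79 ± 0.26 (SE). IGMT5, CYP79B2 and IGMT1 had log2 fold changes of 2.77, 1.91 and 1.89, and IGMT1 was not called in limma without the trend, at an adjusted p of 0.051. UGT74B1, CYP81F3, IGMT4 and CYP81F2 were not called. Of 10 genes shared by both branches, 7 were increased and 1 was decreased, or 8 and 1 when adjusted over the list alone, with a median of 0.57 and an adjusted p of 4.0e-05 in camera. GGP1, MYC2, GSTF10 and APK1 rose with log2 fold changes of 1.07, 0.80, 0.68 and 0.60. Limma without the trend called 1 of the 10 genes and none of MYC2, GSTF10 and APK1, at adjusted p-values of 0.11, 0.052 and 0.082. MYC4 went the other way, from 362.5 to 268.2 normalized reads, with a log2 fold change of -0.43 ± 0.11 (SE) and an adjusted p of 0.011 in limma, which rose to 0.071 without WT column 3 and to 0.063 without *fer* column 3, and to 0.14 in limma without the trend. Of the aliphatic genes in the table, 13 in number, 3 were decreased and 0 increased, with 4 at an unadjusted p under 0.05 and 4 decreased when adjusted over the list alone. MAM3 (AT5G23020) fell from 55.3 to 13.4 normalized reads, with a log2 fold change of -1.97 ± 0.26 (SE). MYB29 and SOT18 had log2 fold changes of -0.48 and -0.36, and SOT18 was not called without WT column 1, *fer* column 1 or *fer* column 3. In limma without the trend neither was called, at adjusted p-values of 0.094 and 0.20. The list's median was -0.07, with an adjusted p of 0.0085 in camera, which was 0.11 without WT column 1.

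**Figure D3:**
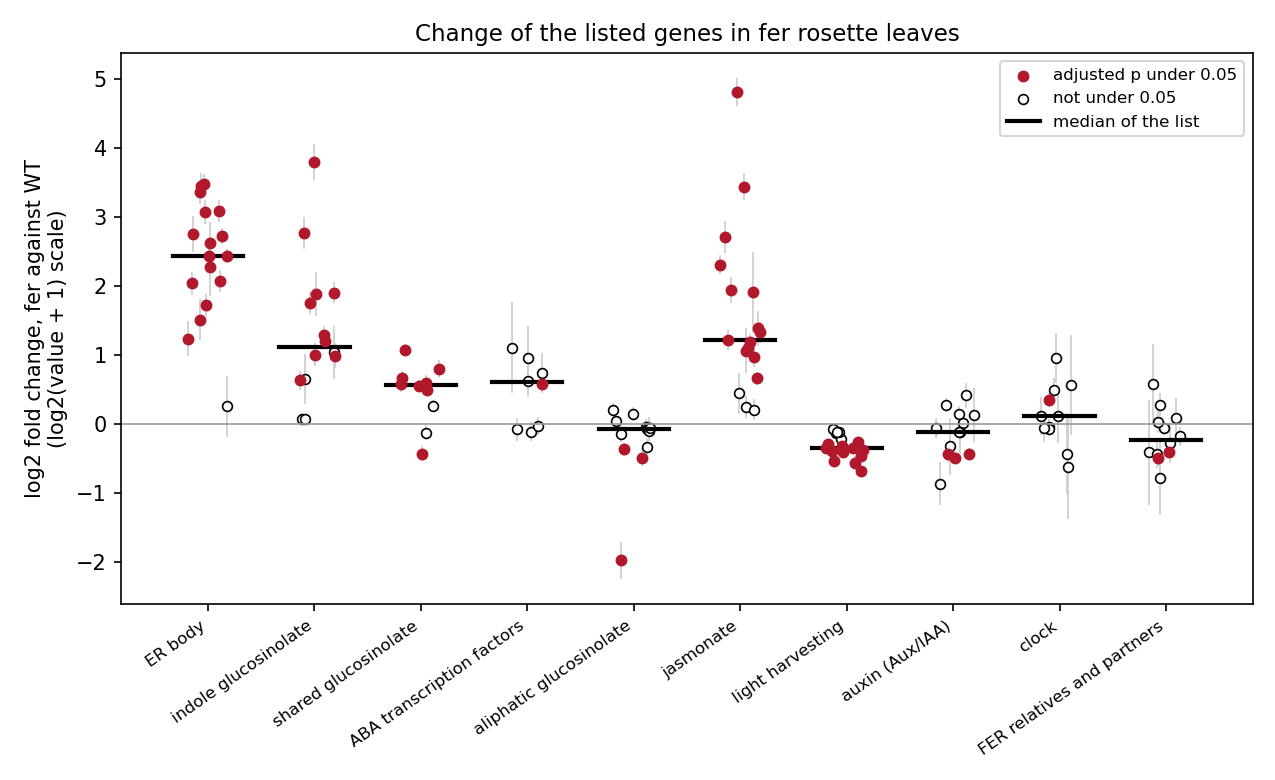
Log2 fold change of *fer* against WT, on the log2(value + 1) scale, of each gene in 10 lists, with its standard error as a grey bar and the median of each list as a black line. Red points have an adjusted p under 0.05; the ER body median is 2.44 and the light harvesting median is -0.34.

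The study found that several transcription factors of abscisic acid signalling were less phosphorylated in *fer*. Transcript levels were compared here for 8 genes encoding transcription factors that the study discusses. Among them, ABI5 was not in its list of less phosphorylated factors. The study took ABI5 up because most of a peptide found in the others is conserved in it. Only ABF4 was called over all genes tested, with a log2 fold change of 0.59 ± 0.13 (SE) and an adjusted p of 0.0041 in limma, which was 0.060 without the trend, and 3 of the 8 were called when adjusted over the list alone. ABI5 was low in both genotypes, at 4.03 ± 4.03 normalized reads in WT and 6.82 ± 1.65 in *fer*, with an adjusted p of 0.30 in limma, and its 3 WT libraries held 8.05, 4.03 and 0 normalized reads. The set had an adjusted p of 0.24 in camera and 0.012 in fry. Among 1224 FBH3 target genes in the table, 242 or 19.8% were called, against 14.2% of the other genes. The odds ratio was 1.49 (95% interval 1.28 to 1.72), with p = 3.2e-07 in Fisher's exact test. Targets were also more highly expressed than other genes, with medians of 72.6 and 41.2 normalized reads. Against genes matched on mean expression the odds ratio was 1.21 (95% interval 1.04 to 1.42), with p = 0.014 in the exact Mantel-Haenszel test. Under limma without the trend the odds ratio against all other genes was 0.96, with p = 0.80 in Fisher's exact test. Called targets went both ways, 157 increased and 85 decreased. When adjusted over the list alone, 270 targets were called.

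The jasmonate, light harvesting and Aux/IAA lists were chosen from what the study reported, so their results are not independent evidence either. Jasmonate is a hormone of wounding and defence. Of its 17 genes in the table, 14 were called and increased in *fer*, as many when adjusted over the list alone, with a median log2 fold change of 1.22 and an adjusted p of 5.3e-18 in camera, and limma without the trend called 9 of them. VSP1 rose from 633.8 to 16458 normalized reads, with a log2 fold change of 4.81 ± 0.20 (SE). VSP2, JAZ10 and LOX2 had log2 fold changes of 3.44, 2.72 and 2.31. Light harvesting genes moved the other way. Of 17 genes, 12 were decreased and 0 increased, 13 genes were decreased when adjusted over the list alone, 13 had an unadjusted p under 0.05, and the median was -0.34 with an adjusted p of 3.0e-14 in camera. Under quantile normalization 6 of them were called, LHCB1.1 and LHCB1.2 not among them, and the median was -0.15. Limma without the trend called 1 of them, and there LHCB2.3, LHCB1.1 and LHCB1.2 had adjusted p-values of 0.13, 0.062 and 0.093. The light harvesting genes held between 10.8% and 11.7% of all normalized reads in the WT libraries and between 8.82% and 8.94% in the *fer* libraries. LHCB1.4, LHCB2.3, LHCB1.1 and LHCB1.2 had log2 fold changes of -0.68, -0.56, -0.53 and -0.47. The values of LHCB2.2, LHCA2 and LHCB1.2 are less certain, because 17.9%, 10.8% and 6.37% of their windows occur elsewhere.

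The remaining lists changed little. Of 13 Aux/IAA genes, which encode repressors of auxin signalling, IAA17, IAA7 and IAA3 were decreased, with log2 fold changes of -0.48, -0.43 and -0.42, and 5 genes were called when adjusted over the list alone, 1 of them increased. IAA3 kept its call in 1 of the 6 fits that left out a library. Limma without the trend did not call IAA17, IAA7 or IAA3, at adjusted p-values of 0.086, 0.084 and 0.10. The set was close to the threshold, with an adjusted p of 0.046 in camera, 0.44 with an estimated correlation and 0.25 in fry. Of 11 clock genes, LHY was called with a log2 fold change of 0.35 ± 0.10 (SE) and an adjusted p of 0.024 in limma, and it was also the 1 gene called when adjusted over the list alone, while the set had an adjusted p of 0.83 in camera. LHY was not called under median of ratios scaling, quantile normalization or limma without the trend, where its adjusted p-values in limma were 0.12, 0.10 and 0.23, or in 4 of the 6 fits that left out a library. All windows of PRR9 occur elsewhere, so its value is uncertain. Of 12 relatives and partners of FER in the table, RALF23 and RALFL34, which encode peptides of the family that FER binds, were decreased, with log2 fold changes of -0.48 and -0.41, the same 2 when adjusted over the list alone. RALF23 was not called without WT column 2 or *fer* column 2, and limma without the trend called neither, with an adjusted p of 0.11 for each. That set had an adjusted p of 0.034 in camera, 0.39 with an estimated correlation and 0.30 in fry. With an estimated correlation the smallest adjusted p of the 11 sets was 0.063. In fry the ER body, indole, shared and aliphatic glucosinolate, jasmonate and light harvesting sets held, with adjusted p-values from 0.0015 to 0.029.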

Values the study reported

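For the rosette leaf transcriptome, the study reported 3,908 differentially expressed transcripts in *fer* at a *q*-value under 0.05. It reported higher levels for 2,299 of them and lower levels for 1,609. Of 17 genes associated with ER bodies, it reported raised transcript levels in 16.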

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

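The alternatives kept the direction of most results. FER had a log2 fold change from -5.18 to -4.97 under the other settings and from -5.23 to -4.88 across the 6 fits that each left out 1 library, with adjusted p-values in limma of at most 0.00078. The ER body, indole and shared glucosinolate, jasmonate and light harvesting sets kept their direction under every setting and stayed under 0.05 in camera except with an estimated correlation. No paired analysis was possible because the columns carry no replicate numbers. Tests for counts on recovered reads, with edgeR's and DESeq2's models as planned, were not run, because whole reads could not be recovered.

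The number of called genes depended most on the variance model and the threshold. Limma without the trend called 1130 genes, 908 increased and 222 decreased, of which 1005 were shared with the 3021. An adjusted p under 0.01 left 1682 genes, 1190 increased and 492 decreased. A log2 fold change of at least 1 left 1144 genes, 981 increased and 163 decreased. Median of ratios scaling called 1442 decreased genes, and quantile normalization 1353 increased and 1450 decreased genes. These 2 scalings kept 81.2% and 75.2% of the called genes, and 0 shared genes changed sign. Leaving out 1 library called from 1907 to 2503 genes, from 1287 to 1822 increased and from 537 to 821 decreased. The count was 1907 without *fer* column 3 and 1973 without WT column 2, and fewer libraries are enough to lower a count. Correction for GC content and length, chosen after seeing the data, called 3057 genes.

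Camera with an estimated correlation left 8 sets with unchanged medians but past the threshold no longer, namely ER body (2.44, adjusted p 0.076), indole (1.13, 0.063), shared (0.57, 0.092) and aliphatic glucosinolate (-0.071, 0.31), jasmonate (1.22, 0.092), light harvesting (-0.34, 0.063), Aux/IAA (-0.11, 0.44) and FER partners (-0.22, 0.39). The correlation is estimated from 6 libraries, and the cause was not tested further. In fry the abscisic acid set passed (median 0.61, adjusted p 0.012), while Aux/IAA (-0.11, 0.25) and FER partners (-0.22, 0.30) did not. Aux/IAA also rose to an adjusted p of 0.051 (-0.11) under limma without the trend. Across the leave-one-out fits the medians ran from -0.171 to -0.013 for the aliphatic set, from -0.222 to -0.067 for Aux/IAA and from -0.289 to -0.073 for FER partners. The aliphatic set was not past the threshold without WT column 1, Aux/IAA without WT column 1, WT column 3 or *fer* column 2, and FER partners without WT column 1 or *fer* column 2. Leaving out 1 library moved these medians by over 1.5 times, and likewise the abscisic acid median, which was 0.37 without WT column 3. With genes at the floor set to their bound, the FER partner median was -0.11.

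The clock median reversed to -0.087 under quantile normalization and, across the leave-one-out fits, ran from -0.036 to 0.222, with the reversal without *fer* column 3. The clock set was never past the threshold, and with genes at the floor set to their bound its median was 0. The FBH3 odds ratio reversed to 0.96 (p = 0.80, Fisher's exact test) under limma without the trend, which called 1130 genes in place of 3021. With matching in 50 bins, chosen after seeing the data, it was 1.23. As a set the FBH3 targets had a median of 0.09 (0.08 with genes at the floor set to their bound) that reversed to -0.0018 under median of ratios scaling and to -0.035 under quantile normalization, while the median of all genes moved as well. The set test passed in fry alone. For the named genes, the counts of called genes per list and the FBH3 set test, 16 values were weaker and 7 had moved of 330 across the leave-one-out fits. Of 332 under the other settings, 22 were weaker, 1 was stronger, 12 had moved and 2 were reversed, the last 2 and the stronger one being the FBH3 set test. Limma without the trend accounted for 18 of the 22: IGMT1, MYC2, MYC4, GSTF10, APK1, ABF4, MYB29, SOT18, LHCB1.1, LHCB1.2, LHCB2.3, IAA3, IAA7, IAA17, LHY, RALF23, RALFL34 and NAI1 were not called there, with adjusted p-values from 0.051 to 0.23. That setting called 14 ER body, 8 indole, 1 shared and 1 aliphatic glucosinolate, 9 jasmonate and 1 light harvesting gene.

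Of the 10 splits of the 6 libraries into 3 and 3, 1 split, the real one, gave as many called genes, and 0 genes were called in the others, which had between 388 and 678 genes at an unadjusted p under 0.05 against 5614 in the real split. The real split was also the 1 split with as small a p for the ER body, indole, shared and aliphatic glucosinolate, jasmonate and light harvesting sets. For the FBH3 targets the count was 1 as well, but it says nothing, because a test of called genes has none to count in the other splits. For the abscisic acid, Aux/IAA and FER partner sets 4 splits did as well, and for the clock set 6 did. With 10 splits the share cannot fall below 0.1, so chance could not be excluded by this count alone. The other splits also put libraries of both genotypes in each group. The genotype difference then adds to the variance within groups and lowers the number of calls, so these splits do not show what chance alone gives.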

Other observations

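Tests in this part were chosen after the results were seen, except the comparison of FBH3 targets with genes of matched expression. The main limma calls, limma without the trend, median of ratios scaling and quantile normalization were planned as well. Their use here to weigh explanations was not.

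The numbers of called, increased and decreased genes here were 3021, 2083 and 938. Each is lower than the value quoted from the study above. The study does not state its test for transcripts separately, so the tests may differ as well. The counts here also moved with the variance model, to 1130 called genes in limma without the trend. The cause of the gap was not determined. The number of decreased genes depended on the scaling, at 1442 under median of ratios scaling and 1450 under quantile normalization. Under these scalings it came closer to the quoted value, while the increased genes, at 1516 and 1353, moved further from theirs.

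The 3 genes that fell most, DGAT2, FER and AT3G51530, lie within 10354 bases of chromosome 3 that contain 3 genes of the table. Of 100000 random triples of genes with a WT mean of at least 10, 0 spanned so short a stretch, so that the permutation p was 1e-05, the smallest these draws can give, and chance position is argued against. Of as many random pairs, 13 spanned so short a stretch (permutation p = 0.00014), which argues against chance position for FER and DGAT2 with the overlapping neighbours counted as 1 gene. Reads that FER shares with its neighbours, or any of the 3 genes with copies elsewhere, are argued against too, since 0% of the windows near the 3′ ends of the 3 genes occur elsewhere and FER overlaps neither neighbour. For DGAT2 and AT3G51530 shared reads stay open, because their 3′ ends overlap by 67 bases and it is not stated whether strand was used, so that part of the fall of one could be that of the other. DGAT2 and AT3G51530 are also 2 of the 4 genes of the table with a WT mean of at least 10 and at most 3 normalized reads in each *fer* library. A candidate explanation is a change of the locus that came with the mutant allele, such as a deletion or rearrangement at the insertion. The nearest genes outside the stretch, AT3G51510 and AT3G51580, were not called, with adjusted p-values in limma of 0.074 and 0.49, which leaves it open. An effect of the loss of FER on its neighbours cannot be told apart from it, because expression values do not show the sequence of the locus. A long stretch from another strain around FER was also looked for. Within 500000 bases of FER, without the 3 genes, 17.8% of 230 genes were called, against 14.5% elsewhere (Fisher's exact test, two-sided, p = 0.16), which decides nothing either way. If the locus itself is changed, part of the difference between *fer* and WT could come from DGAT2 or AT3G51530, and sequencing of the locus or a second allele would show it. For some genes the study holds other evidence, from younger plants. By quantitative PCR, it reported that a FER transgene in *fer* fully reversed the changes of NAI1, NAI2 and PYK10. The same held for ASA1, IGMT5, MYC2, CYP83B1, CYP79B2 and CYP79B3. Lowering FER with an artificial microRNA also raised the number of ER bodies in seedlings. For these genes and ER bodies, DGAT2 or AT3G51530 as the source is argued against. The other called genes stay open.

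WT column 1 lay closer to *fer* than the other 2 WT libraries did for the lists that rose. Relative to the mean of the other 2, it was higher for 17 of 17 ER body genes, by a median of 0.68 on the log2 scale, and for 16 of 17 jasmonate genes, by a median of 0.76. Scaling is argued against, because 1 factor moves all genes of a library alike, while the 17 light harvesting genes had a median difference of -0.046 (quartiles -0.082 and -0.014), against quartiles of 0.48 and 0.87 for the ER body and 0.43 and 0.89 for the jasmonate genes. Mixing with *fer* RNA is argued against as well. Among 32 genes with over 500 normalized reads and at least 8 times more in *fer* than in those 2 WT libraries, the implied share of *fer* RNA should be one value, but it ran from -0.90% to 27.8%, and 18 genes lay under 0.5 times or over 2 times the median of 3.94%. A difference between the plants or their handling, such as a wound or stress response before collection, may remain and was not tested.

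FBH3 targets held more called genes than others. Higher expression, which gives a test more power, is argued against as the whole cause, since the odds ratio against genes of the same mean expression was 1.21 with a 95% interval from 1.04 to 1.42. It accounted for part of the excess, and the excess was absent under limma without the trend, where the matched odds ratio was 0.94.

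More genes were called increased than decreased, at 69.0% of calls. This share depended on the scaling between libraries, at 51.3% under median of ratios scaling and 48.3% under quantile normalization. Both scalings also lower the median log2 fold change of all genes, from 0.10 to 0.01 and -0.04, which in itself moves calls toward decreases. These shares therefore cannot show that the deposited scaling caused the excess, and scaling stays a candidate explanation. Among changes of at least 2-fold, 85.8% were increases, against 78.5% under median of ratios scaling and 70.3% under quantile normalization. That argues against scaling as the whole cause of the excess among these larger changes, while the excess among all calls stays open. A trend on GC content or transcript length is argued against as the cause of the calls, since 3057 genes were called after correction for both and 2866 of the 3021 genes were kept. A different time of collection cannot be told apart from an effect of the mutation. LHY was higher in *fer*, but CCA1, which is expressed at the same time of day, had a log2 fold change of -0.036 ± 0.11 (SE), and 1 of 11 clock genes was called.

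The log2 fold change column of the authors' deposited table ranks low genes first. Of the 100 genes with the largest absolute values there, 89 had a mean under 5 in the higher genotype, against 12.5% of all genes, and 17 were called here. A candidate explanation is that normalized values just above 0, in place of no reads, enter the ratio without a pseudocount. With the pseudocount of 1 used here, 0 of the 100 genes with the largest absolute change had a mean under 5 in the higher genotype. FER had -5.16 in the authors' deposited table.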
